A study of Mus musculus with 32 samples.

How the data were processed

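Cells of the mouse stromal line EL08-1D2, untreated or treated with azacitidine, gave 16 libraries per group. Per the labels' protocols, total RNA was isolated with a column kit, cDNA was made, barcoded, pooled and pre-amplified by a method with unique molecular identifiers, and 800 pg of the pool went into a transposase-based library kit; the molecule is given as polyadenylated RNA. The submitters' processing notes name STAR 2.4.0, bedtools 2.17.0 and the genome build mm10. How identifiers were collapsed, which annotation was used and whether strand was kept are not stated. The deposited values are counts, namely whole numbers of UMIs per gene and library, and no normalization by the authors was found in them.

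The table held 21897 lines, of which 68 were ERCC spike-in RNAs with 0.106% of all UMIs. These stayed out of library sizes and tests and served only for an alternative scaling. Of the 21829 mouse genes 21506 had a symbol and a position in GENCODE mouse release M21, and 323 kept only their identifier. Totals over mouse genes ran from 818619 to 5039721 UMIs per library. No pair of libraries within a group differed by sampling noise alone: the lowest chi-square per degree of freedom was 1.18 without and 1.15 with azacitidine (chi-square test, p = 7.70e-25 and 2.49e-19), and the medians were 4.46 and 6.24.

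Groups were taken from the treatment label. The main test was edgeR 4.0.16 (quasi-likelihood fit, robust) on the UMI counts with TMM normalization and the default expression filter by group, two-sided, with a Benjamini-Hochberg adjusted p under 0.05. The filter left 9344 genes with 98.8% of the counts and removed 12485. CPM values use the TMM library sizes, and standard errors of log2 fold changes come from the fold change and the F statistic. Measures per library were compared by permutation of the group labels with 100000 resamples, adjusted over 7 measures. Of 35 gene lists the 29 with at least 3 tested members were tested with camera (limma 3.58.1) at a preset correlation between genes of 0.01, adjusted over the lists, and again with an estimated correlation and with fry. DESeq2 1.42.0 and limma-voom served as other tests. R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

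The tests, the lists, the rule for named genes and 11 alternatives for the test of genes were chosen before the data were examined. The rule named the 12 genes with the largest increase and the 12 with the largest decrease among called genes with a mean of at least 5 UMIs in a group, up to 4 called members of each list in order of p, and Dnmt1, Dnmt3a and Dnmt3b if tested. Called members of the ribosomal protein list that the rule took are in part not reported here. Other genes that the text names were chosen after their values were seen, namely the low-count genes, the listed genes without a call, and those of the closing section.

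The alternatives chosen before were the replicate number as a block, DESeq2 size factors, library totals alone, DESeq2, limma-voom, no filter on low counts, a filter at a mean of 5 UMIs, thinning of every library to 818619 UMIs, leaving out the lowest library of each group, an adjusted p under 0.01 and a test against a 1.2-fold change. Added after the data were seen were the runs of 4 replicate numbers as a term, sums over runs with and without that term, limma-voom with an estimated correlation within runs, leaving out 5 libraries or numbers 1 to 4, and scaling by spike-ins. The comparison of detected genes after thinning, of the spike-in share and of the runs was added too.

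The tests were tried on simulated counts with 200 changed genes among 9344. EdgeR found 80.6% of 1.5-fold, 92.5% of 2-fold and 92.4% of 4-fold changes with 4.84% false calls at 16 against 16, and 22.4%, 65.7% and 89.4% with 2.48% false calls at 4 against 4 sums, among 12281 genes. The simulated libraries were independent, which those of a run were not.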

Results

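The study measured the polyadenylated RNA of EL08-1D2, a mouse mesenchymal stromal cell line derived from embryonic liver, grown with or without azacitidine. Azacitidine is a cytidine analogue that traps DNA methyltransferases when it is built into DNA, which lowers DNA methylation, and it is used to treat myelodysplastic syndromes. The series holds 16 libraries from cells without and 16 from cells with azacitidine, and n = 16 per group applies to every value below unless another n is given. Dose and duration of the treatment are not stated in the labels used here. The deposited table gave the number of unique molecular identifiers (UMIs), which count a cDNA molecule once however often it was copied, for 21829 mouse genes. The comparison asks how azacitidine changes the transcriptome of the stromal cells themselves. Nothing in the labels says that the libraries came from separate cultures, so the p-values measure the spread between these samples, which may be technical.

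Libraries without azacitidine held between 818619 and 3210801 UMIs, and libraries with azacitidine between 1226861 and 5039721; the means did not differ beyond the spread (two-sided permutation test, p = 0.059). More genes were seen with azacitidine. On average 15403 ± 919 (SD) genes had a UMI with the drug and 14535 ± 635 without it (permutation test over 7 measures, p = 0.0035, adjusted p = 0.012). When every library was thinned to 818619 UMIs the numbers were 13610 ± 107 and 13328 ± 87, a difference of 282 genes (p = 2e-05, the smallest that the permutations could give, adjusted p = 0.00014). The mitochondrial mRNAs mt-Co2, mt-Atp6 and mt-Co3 had 0, 1 and 4 UMIs without and 1, 2 and 3 with azacitidine. The mitochondrial share is therefore that of the transcripts that were counted, and whether reads of others were lost was not tested. Mitochondrially encoded transcripts took 1.17% ± 0.15 of the UMIs with and 1.18% ± 0.13 without azacitidine. The 10 most abundant genes, led by Lgals1, Fth1 and Spp1, took 8.90% in both groups. Neither share differed beyond the spread (adjusted p = 0.98 and 1.00, permutation tests).

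The libraries of a group were not equally alike. Those whose replicate numbers fell in the same run of 4, namely 1 to 4, 5 to 8, 9 to 12 and 13 to 16, resembled each other more than libraries of other runs did, and the labels do not say why. After removal of the group means their mean correlation across genes was 0.08 within and -0.10 between runs without azacitidine (permutation test, p = 0.00016), and 0.34 and -0.16 with azacitidine (p = 1e-05, the smallest possible). In addition 5 libraries, numbers 1 and 2 without and 1, 2 and 4 with azacitidine, stood apart from all others. Values within runs are therefore given beside some of the main ones. The thinned number of detected genes was higher with azacitidine in each run, by 282, 229, 292 and 327 genes.

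Azacitidine changed the level of 528 of 9344 tested genes, of which 341 rose and 187 fell, and the increases were larger (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). At least a 2-fold increase was reached by 79 genes and a 2-fold decrease by 1. The median absolute log2 fold change was 0.51 among increased and 0.33 among decreased genes. The largest increases were in genes that were near silence without the drug. Krt8, a keratin of simple epithelia (ENSMUSG00000049382, chromosome 15, 101996698 to 102004482, mm10), rose from 1.8 ± 0.8 to 60.8 ± 12.7 CPM (counts scaled to a common library size, mean ± SD), a log2 fold change of 4.99 (SE 0.15). Its partner Krt18 rose from 1.3 ± 0.9 to 34.1 ± 8.7 CPM, a log2 fold change of 4.62 (SE 0.20). Baiap2l1, which encodes an actin-bundling adaptor, rose by 4.08 (SE 0.21) on the log2 scale, Ndufa4l2, a hypoxia-inducible mitochondrial protein gene, by 3.89 (SE 0.24), Casp1, the inflammasome caspase, by 3.80 (SE 0.22), the noncoding RNA Platr14 by 3.75 (SE 0.28), Plac8 by 3.47 (SE 0.23) and Calcb, a calcitonin-family peptide gene, by 2.87 (SE 0.25). Krt8 and Krt18 were higher in each of the 16 libraries with azacitidine than in any library without it.

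**Figure D1:**
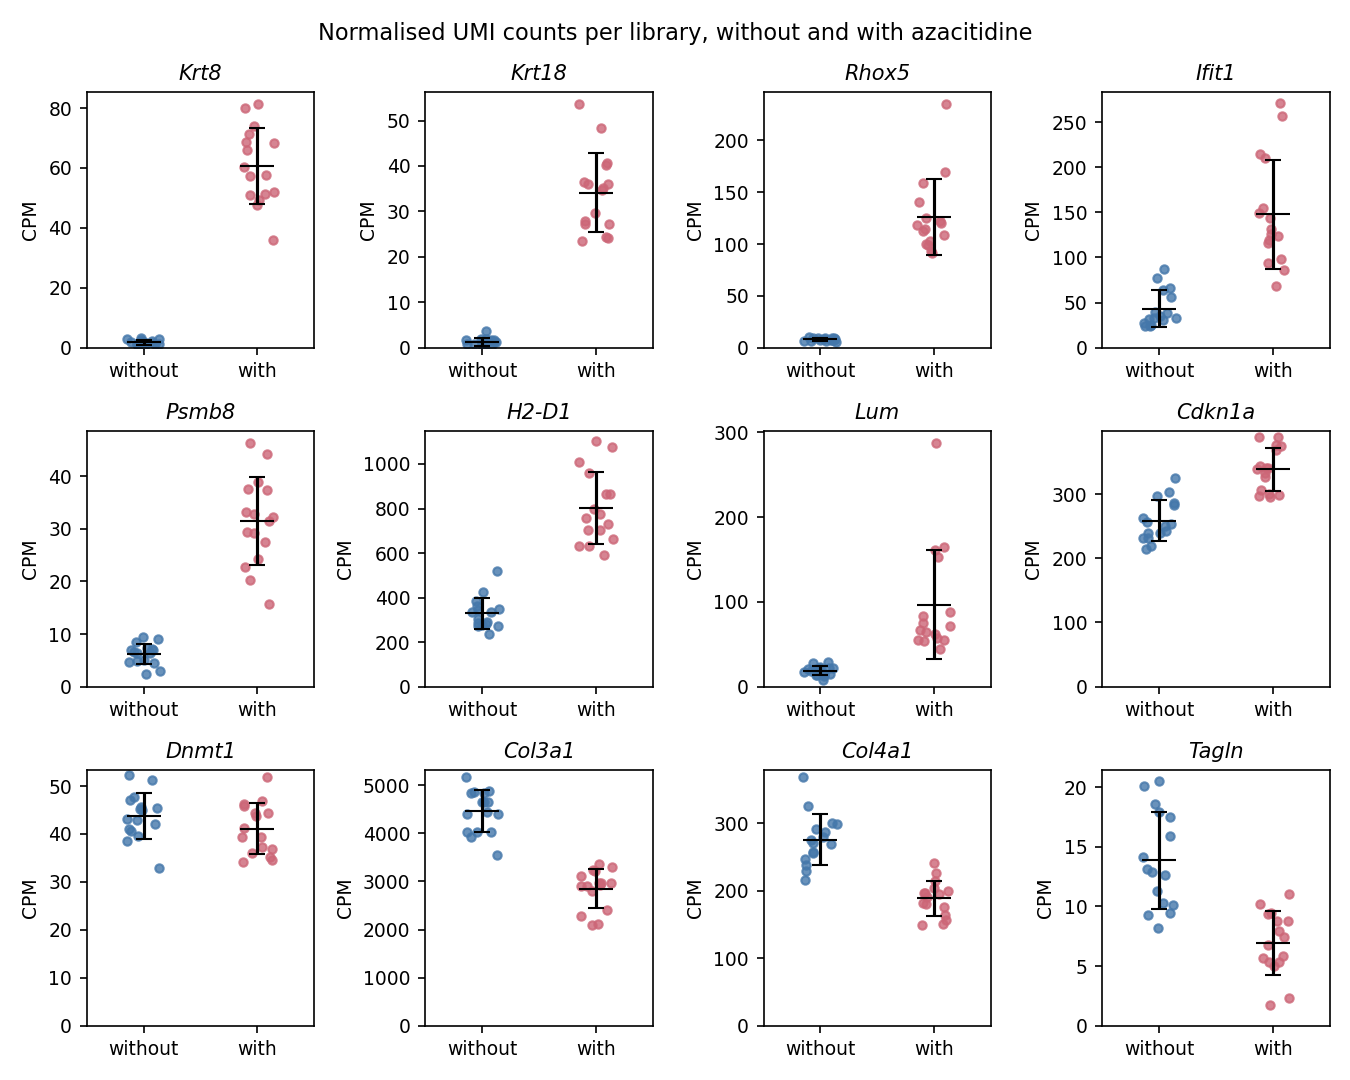
Normalised UMI counts (CPM, linear axes from 0) of 12 genes in the 16 libraries without and the 16 with azacitidine. Points are libraries, the wide bar is the mean and the whiskers are 1 SD. Krt8, Krt18 and Rhox5 sit near 0 without the drug and do not overlap between the groups, Col3a1 falls from 4459.5 to 2849 CPM, and Dnmt1 overlaps.

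Of the 528 called genes 496 (93.9%) had the same direction in each of the 4 runs, a count that is no independent test because the genes were called from these same libraries. Within the runs of 4 against 4 libraries edgeR called 267, 610, 117 and 368 genes. With the libraries of each run and group summed, 4 sums against 4, the number fell to 108, of which 105 rose and 3 fell. Of these 43 were among the 528. The other 65 were genes that the main test had not tested, as the sums tested 12281 genes. Of the genes that the rule named, the 12 with the largest increases, Apoe, Fabp4, Lum, Psmb8, H2-D1, Ccl5 and Cd53 were called as increased and Tagln and Vcan as decreased with the sums, and the others were not called. With a run term the sums gave 400 calls, of which 243 were among the 528 and 128 were genes that the main test had not tested. The share of spike-in RNA was 0.124% ± 0.036 without and 0.107% ± 0.039 with azacitidine (permutation test, p = 0.23, adjusted p = 0.33), and differed by -0.045, 0.016, 0.009 and -0.044 percentage points in the 4 runs. Leaving out the lowest library of each group moved the difference from -0.016 to -0.008 percentage points (permutation test, p = 0.53). Scaling by the spike-in RNA in place of the cells' own counts raised the median of all genes by 0.31 on the log2 scale. It gave 354 increases and 1 decrease (main split 341 to 187), and 267 of these 355 calls were among the 528. The decreases below are therefore relative to the other genes.

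Genes of the germline were among those switched up. Rhox5, an X-linked homeobox gene of the reproductive tract (ENSMUSG00000095180, chromosome X, 37804842 to 37808876), rose from 8.0 ± 1.4 to 125.8 ± 36.6 CPM, a log2 fold change of 3.98 (SE 0.13), and lay between 3.67 and 4.49 in the 4 runs. Rhox2h of the neighbouring gene cluster rose by 4.67 (SE 0.30), although its copies are alike enough that reads could be split among them. Gtsf1, a factor of the piRNA pathway, rose by 4.22 (SE 0.28) and Sohlh2, a transcription factor of early germ cells, by 3.81 (SE 0.26). Most germline genes were too low for the filter on counts. Of the 31 genes of the germline list in the data 2 were tested and 1 rose, and the same count held adjusted over the list alone. Without the filter all 31 were tested, 15 rose and 0 fell (edgeR). The meiosis and germ cell genes Tex19.1, Dazl and Sycp3 had 4, 1 and 2 UMIs in the 16 libraries without and 199, 72 and 67 in the 16 with azacitidine.

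Interferon-stimulated genes rose together. Of 37 tested members of the interferon list 36 increased and 0 decreased (37 increased when adjusted over the list alone), with a median log2 fold change of 1.22. The chemokine Ccl5 rose from 38.6 ± 7.7 to 128.2 ± 48.1 CPM, Ifit1, which binds foreign RNA, from 43.3 ± 20.2 to 147.6 ± 60.1, Rtp4 from 32.8 ± 13.7 to 98.7 ± 37.4, and Usp18, which removes the ubiquitin-like protein ISG15, from 22.8 ± 9.4 to 69.4 ± 25.6. The list passed the camera test with a preset correlation between genes (adjusted p = 9.8e-67) and with an estimated correlation (adjusted p = 0.0019). The size of the increase differed between the runs: the mean log2 level of the list was higher by 1.83, 0.39, 0.57 and 1.40, and 27 of the 37 genes passed an edgeR test of the interaction of run and azacitidine. With the sums of runs Ifit1, Rtp4 and Usp18 were not called (edgeR, adjusted p = 0.094, 0.12 and 0.081), nor with a run term added (0.25, 0.27 and 0.26), where Ccl5 was not called either (0.076).

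The machinery that loads peptides onto class I molecules rose as well. Of 14 tested genes 10 increased and 0 decreased, over all genes and adjusted over the list alone, with a median log2 fold change of 0.74. Psmb8, a subunit of the immunoproteasome (chromosome 17, 34197721 to 34201454), rose 4.98-fold from 6.2 ± 2.0 to 31.4 ± 8.3 CPM. The class I heavy chain genes H2-D1 and H2-K1 rose from 329.9 ± 70.2 to 803.5 ± 161.5 and from 86.5 ± 18.1 to 250.9 ± 150.8 CPM, and their sequences are close to those of other class I genes, so reads could be shared. Their partner B2m rose from 2417 ± 421 to 4021 ± 896 CPM. The camera adjusted p was 4.5e-28 with the preset and 0.00079 with an estimated correlation, and the list's mean was higher by 1.29, 0.42, 0.48 and 0.77 in the 4 runs. With the sums of runs H2-K1 and B2m were not called (edgeR, adjusted p = 0.16 and 0.12), and with a run term added H2-K1 and H2-D1 were not (0.29 and 0.062).

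**Figure D2:**
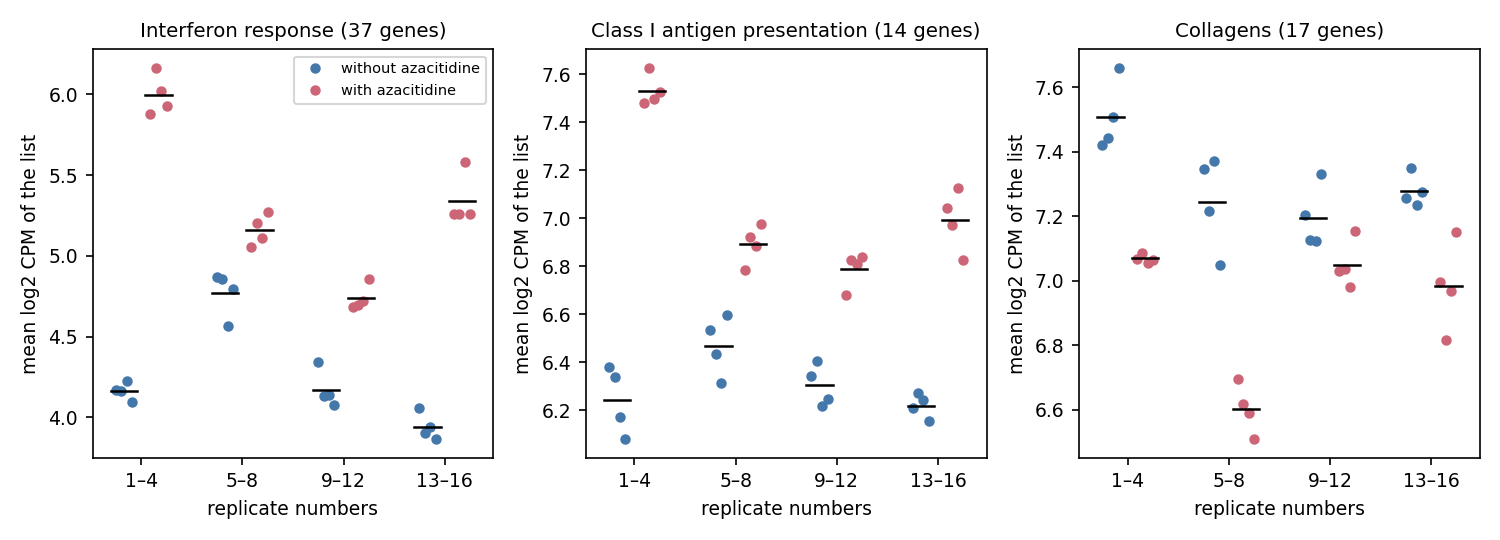
Mean log2 CPM of 3 gene lists in each library, arranged by the 4 runs of replicate numbers. Points are libraries without (blue) and with (red) azacitidine and lines are the means of 4 libraries. The interferon list rises by 1.83 in numbers 1 to 4 and by 0.39 in numbers 5 to 8, where the libraries without azacitidine are also higher, while the collagen list lies lower with azacitidine in each run.

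Collagen transcripts fell relative to other genes. Of 17 tested collagen genes 9 decreased and 0 increased (14 and 1 adjusted over the list alone), with a median log2 fold change of -0.39. Col3a1, a fibrillar collagen (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706), fell from 4459.5 ± 440 to 2849 ± 411 CPM and was lower in each library with azacitidine than in any without. The basement membrane collagens Col4a1 and Col4a2, which are neighbours on chromosome 8, fell by 0.55 (SE 0.07) and by 0.57 (SE 0.08), and Col5a3 fell by 0.65 (SE 0.09) on the log2 scale. On chromosome X the neighbours Col4a5 and Col4a6 fell by 0.68 (SE 0.15) and by 0.62 (SE 0.09). Col4a5 was not called after thinning (edgeR, adjusted p = 0.075). The camera adjusted p was 4.2e-18, and 0.0035 with an estimated correlation. The list's mean differed by -0.44, -0.64, -0.15 and -0.30 in the 4 runs. With the sums of runs no collagen gene was called (Col3a1, edgeR, adjusted p = 0.064), and with a run term added Col3a1 was (0.00052). With spike-in scaling the 9 genes kept their sign, but none was called and the list's median was -0.06.

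Other matrix genes went both ways. Among 31 tested matrix glycoprotein and proteoglycan genes 3 rose and 6 fell (3 and 11 adjusted over the list alone). Lum, a small proteoglycan that binds collagen fibrils, rose from 18.9 ± 5.6 to 96.6 ± 64.5 CPM, while Vcan fell by 0.52 (SE 0.09), Fn1 by 0.47 (SE 0.08) and Mfap2 by 0.49 (SE 0.08) on the log2 scale. The list's median was -0.14 and its mean -0.04 (camera, adjusted p = 0.0037, and 0.039 with an estimated correlation), and its mean differed by -0.10, -0.14, 0.03 and -0.04 in the 4 runs. With spike-in scaling the median was 0.17 and the list was no longer called. Fn1 differed by -0.90, -0.09, -0.32 and -0.65 in the 4 runs. It was not called with sums and a run term (edgeR, adjusted p = 0.078). Of 33 genes of matrix remodelling and collagen processing 7 fell and 2 rose (9 and 4 adjusted over the list alone), among them the protease gene Adamts1 and the cross-linking enzymes Loxl1 and Loxl2 as decreased and Plod1, a lysyl hydroxylase, as increased, and the list as a whole was not called (camera, adjusted p = 0.095; median -0.04, mean 0.00). Spike-in scaling turned the sign of Loxl1 and of this list's median. With the replicate block and with the run term the list was called as decreased (camera, adjusted p = 0.031 and 0.024). Sums with a run term also called it (camera, adjusted p = 0.040). In the main test an estimated correlation gave the list an adjusted p = 0.66 (camera), and fry gave an adjusted p = 0.17. The list's mean differed by 0.06, -0.28, 0.08 and -0.03 in the 4 runs. Loxl2 differed by -0.89, -0.22, -0.32 and -0.20. It was not called with sums and a run term (edgeR, adjusted p = 0.088) or without numbers 1 to 4 (0.11).

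Tested target genes of p53 shifted upward by a small amount. Of 24 tested genes 3 rose and 0 fell (8 and 1 adjusted over the list alone), with a median log2 fold change of 0.16 (camera, adjusted p = 0.0012, and 0.0023 with an estimated correlation). The list's mean was higher by between 0.12 and 0.16 in the 4 runs. Cdkn1a, the cell cycle inhibitor p21, rose from 258.3 ± 31.7 to 338.7 ± 33.4 CPM, Ccng1 from 113.8 ± 9.6 to 139.5 ± 13.2 and Psrc1 from 24.3 ± 4.2 to 32.2 ± 5.7. Psrc1 differed by 0.76, 0.25, 0.17 and 0.35 in the 4 runs. It was not called without numbers 1 to 4 (edgeR, adjusted p = 0.096) or with sums and a run term (0.074). With spike-in scaling the p53 list missed the threshold (camera, adjusted p = 0.054). Gdf15, a stress-induced cytokine below the filter on counts, had 8 UMIs without and 144 with azacitidine and rose without the filter (edgeR, adjusted p = 4.3e-10). Of 30 genes of DNA replication 2 rose. They were the G1 cyclin gene Ccne1, by 0.67 (SE 0.15), and the licensing factor gene Cdt1, by 0.39 (SE 0.10). Cdt1 was not called after thinning (edgeR, adjusted p = 0.15). Of 33 genes of mitosis edgeR called 0, with 2 at an unadjusted p under 0.05, and spike-in scaling gave 1 call. Neither list was called (camera, adjusted p = 0.75 and 0.80). The mean of the mitosis list differed by -0.07, 0.15, -0.15 and 0.15 in the 4 runs. The replication list had a median of 0.00 below and a mean of 0.05 above no change.

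The genes of the drug's own targets showed no call. Dnmt1, the maintenance DNA methyltransferase, stood at 43.8 ± 4.9 CPM without and 41.1 ± 5.3 with azacitidine (edgeR, adjusted p = 0.50), and Dnmt3a at 8.1 ± 3.3 and 7.0 ± 2.4 (edgeR, adjusted p = 0.66), while Dnmt3b was too low to be tested. Of the 11 tested genes of the DNA methylation machinery edgeR called 0, with 2 at an unadjusted p under 0.05. DESeq2 and limma-voom also called 0. The list was not called by camera (adjusted p = 0.49) but was called as decreased by fry (adjusted p = 0.034). Its mean differed by -0.14, -0.07, -0.02 and -0.07 in the 4 runs. Of 20 genes of azacitidine uptake and pyrimidine metabolism 1 was called: Slc29a1, a nucleoside transporter, fell from 116.0 ± 16.0 to 93.1 ± 14.0 CPM. Slc29a1 lay between -0.44 and -0.21 on the log2 scale in the 4 runs. It was not called with the sums of runs (edgeR, adjusted p = 0.55) or with the correlation within runs (limma-voom, adjusted p = 0.078). Spike-in scaling took its log2 fold change to -0.046 (edgeR, adjusted p = 0.84). Of 11 tested imprinted genes edgeR, DESeq2 and limma-voom called 0, with 3 at an unadjusted p under 0.05 in edgeR. Without the filter on counts 2 of 24 imprinted genes rose, Phlda2, from 3 to 42 UMIs, and Cdkn1c, from 1 to 19 UMIs, 17 of them in numbers 1 to 4 and seen in 5 of 16 libraries (edgeR, adjusted p = 0.0012 and 0.021). The imprinted list's median and mean lay above and the direction of its camera test below no change (adjusted p = 0.98).

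Genes of the stromal functions were in part too low for the filter on counts. Of 19 tested factors of the haematopoietic niche 2 rose (4 adjusted over the list alone): Vcam1, an adhesion molecule for blood cells, from 227.6 ± 26.0 to 260.4 ± 19.8 CPM, and the growth factor Fgf7 from 20.9 ± 5.0 to 27.8 ± 6.2; the list was not called (camera, adjusted p = 0.061). Vcam1 and Fgf7 were not called after thinning (edgeR, adjusted p = 0.054 and 0.074), with the sums of runs (0.74 and 0.50) or with a run term added (0.066 and 0.078). The mean of the niche list differed by 0.15, -0.05, 0.19 and 0.15 in the 4 runs. Cxcl12 stood at 779 and 726 and Kitl at 82 and 95 CPM, without a call. Of 16 inflammatory genes the acute-phase gene Saa3 rose by 1.25 (SE 0.24) on the log2 scale. The chemokine gene Ccl2 rose by 0.26 (SE 0.06). The inflammatory list was not called in the main test (camera, adjusted p = 0.078). It was called as increased with the replicate block (camera, adjusted p = 0.031), the run term (0.032) and sums with a run term (0.047). In the main test it had an adjusted p = 0.66 with an estimated correlation (camera) and an adjusted p = 0.11 with fry. Among 12 adipogenic genes the lipid carriers Apoe and Fabp4 rose, by 2.86 (SE 0.22) and 1.44 (SE 0.26), and Acaca, which makes malonyl-CoA for fatty acid synthesis, fell by 0.43 (SE 0.13) (camera for the list, adjusted p = 0.13). Apoe differed by 2.11, 4.30, 2.73 and 2.23 in the 4 runs and was not called with sums and a run term (edgeR, adjusted p = 0.092), and Acaca was not called with library totals, without the filter, after thinning or without numbers 1 to 4 (0.077, 0.051, 0.15 and 0.085). None of 3 tested osteogenic genes (camera, adjusted p = 0.86, with 1 gene at an unadjusted p under 0.05) passed the edgeR test, nor did Sox9, the 1 tested chondrogenic gene, at 160.2 ± 26.0 and 156.5 ± 35.7 CPM. The osteogenic list was called as increased with the sums of runs (camera, adjusted p = 0.034) and with a run term added (0.021). The sums tested 12281 genes, so that list can hold more members than the 3 of the main test. A changed test and changed members cannot be told apart here. In the 4 runs the mean of the 3 genes of the main test differed by 0.72, -0.33, 0.16 and 0.04. Without the filter edgeR called 3 of 17 osteogenic genes as increased, namely the osteocalcin genes Bglap and Bglap2 and the decoy receptor gene Tnfrsf11b, with 42, 82 and 31 UMIs without and 152, 217 and 103 with azacitidine. In numbers 9 to 12 Bglap had 18 and 18 and Bglap2 27 and 27 UMIs, and whether these neighbours shared reads was not tested. It also called the chondrogenic gene Cnmd, with 0 and 34 UMIs, of which 24 and 9 lay in numbers 1 to 4 and 5 to 8, the niche gene Nes, with 18 and 123, and the inflammatory genes Cxcl2, with 0 and 19, and Csf2, with 5 and 33, as increased. Of 22 adhesion genes Cd44 rose by 0.42 (SE 0.05), and Ncam1 fell by 0.40 (SE 0.07) and Zyx by 0.28 (SE 0.07), with the sign of Zyx turned by spike-in scaling (camera for the list, adjusted p = 0.49). Without the filter 4 adhesion genes rose and 2 fell, Cd44 and also Itga3, with 87 and 212 UMIs (28 and 24 in numbers 9 to 12), Icam1, with 0 and 11, and Thy1, with 0 and 26, among the increases.

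Contractile genes fell only in part. The actin-binding protein gene Tagln had the largest decrease among named genes, from 13.9 ± 4.1 to 6.9 ± 2.7 CPM, and Myl9, a myosin light chain gene, fell by 0.40 (SE 0.08) on the log2 scale. The other 14 of 16 genes were not called, and the list's camera adjusted p of 0.015 became an adjusted p = 0.45 with an estimated correlation. The list's median of -0.08 turned positive with spike-in scaling, and its mean differed by -0.10, -0.27, -0.04 and -0.16 in the 4 runs. Of 17 genes that respond to TGF-beta or YAP edgeR, DESeq2 and limma-voom called 0, with 2 at an unadjusted p under 0.05 in edgeR (camera, adjusted p = 0.75). Further genes with large decreases were Tmem164, by 0.69 (SE 0.10), Cdh13, an adhesion protein of the cadherin family, by 0.65 (SE 0.09), Ap1s2, by 0.65 (SE 0.13), 2810433D01Rik, by 0.64 (SE 0.13), the transcription factor genes Mecom, by 0.60 (SE 0.12), and Hoxa2, by 0.58 (SE 0.16), and Dhx58os, by 0.57 (SE 0.13). Dhx58os is antisense to the interferon gene Dhx58. Because the strand setting of the counting is not stated, its reads cannot be told from those of its partner. With sums and a run term Cdh13, Hoxa2 and Dhx58os were not called (edgeR, adjusted p = 0.18, 0.10 and 0.059). Dhx58os was also not called without the 5 libraries that stood apart (edgeR, adjusted p = 0.056). Cdh13 differed by -0.56, -1.33, -0.32 and -0.45 in the 4 runs.

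Housekeeping groups had few calls. Of 82 ribosomal protein genes 3 fell (0 adjusted over the list alone), among them Rpl36a, by 0.33 (SE 0.09). Rpl36a was not called without the 5 libraries that stood apart (edgeR, adjusted p = 0.065). Spike-in scaling took its log2 fold change to -0.012. The list's camera adjusted p of 9.2e-06 became an adjusted p = 0.73 with an estimated correlation. The list's mean differed by 0.08, -0.03, -0.20 and -0.33 in the 4 runs, and spike-in scaling turned the sign of the list's median of -0.13. Of 23 genes of cholesterol synthesis edgeR called 0, with 1 at an unadjusted p under 0.05, and that list's adjusted p of 0.022 (camera) became an adjusted p = 0.81 with an estimated correlation; its median of -0.15 also turned positive with spike-in scaling, and its mean differed by -0.38, 0.07, 0.02 and -0.25 in the 4 runs. EdgeR called 0 of 76 nuclear genes of oxidative phosphorylation, 8 mitochondrially encoded genes, 21 genes of ribosome biogenesis, 23 of the integrated stress response, 16 of the endoplasmic reticulum stress response, 21 of glycolysis and hypoxia and 13 of oxidative stress, and camera adjusted p-values were between 0.34 and 0.85. Some of these lists went opposite ways in the 4 runs: the mean of glycolysis and hypoxia genes differed by -0.31, 0.30, 0.01 and -0.15, of endoplasmic reticulum genes by -0.20, 0.29, -0.04 and -0.20, and of the integrated stress response by 0.22, 0.18, 0.00 and -0.10. The endoplasmic reticulum list had a median above and a mean below no change. Members below the filter were left out of these lists. Among them were mt-Co2, mt-Atp6 and mt-Co3, and Gapdh of the glycolysis list, with 191 UMIs without and 215 with azacitidine. Over all lists in which edgeR called 0 genes, 26 of 278 tested genes had an unadjusted p under 0.05. Of the 278 genes DESeq2 called 3, limma-voom 2 and edgeR with spike-in scaling 7. Of 12 immediate early genes Egr1 fell by 0.43 (SE 0.11) (camera for the list, adjusted p = 0.75), and it was not called without the 5 libraries that stood apart (edgeR, adjusted p = 0.11) or without numbers 1 to 4 (0.18).

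**Figure D3:**
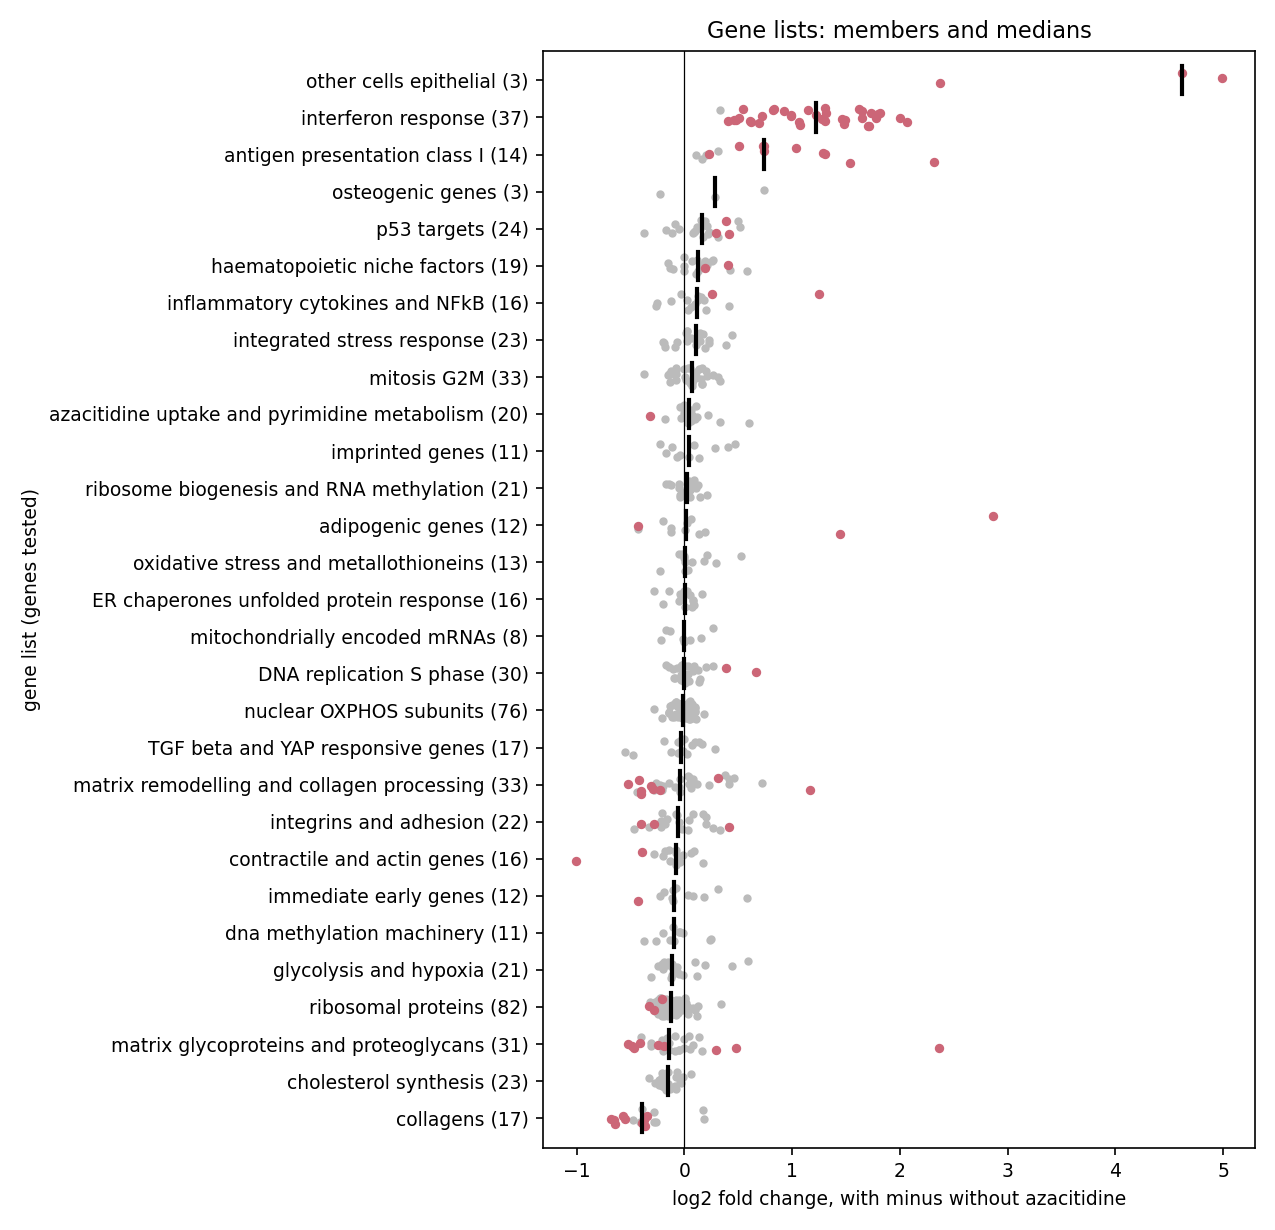
Log2 fold changes (with minus without azacitidine) of the tested members of each gene list with at least 3 tested genes, ordered by the median. Red points passed the edgeR test at an adjusted p under 0.05, grey points did not, black bars are medians and numbers in brackets are genes tested. Epithelial keratins, interferon and class I genes lie to the right and collagens, with a median of -0.39, to the left.

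Markers of other cell types were measured beside these groups. The 3 epithelial markers that were tested, Krt8, Krt18 and Krt19, all rose (camera, adjusted p = 1.4e-75, and 1.1e-13 with an estimated correlation), Krt19 from 2.0 ± 2.3 to 10.5 ± 5.0 CPM. With the sums of runs Krt19 was not called (edgeR, adjusted p = 0.24). The other epithelial markers were below the filter, and without it 1 of them, Grhl2, was called as increased: over 16 libraries each, Epcam had 0 UMIs without and 1 with azacitidine, Cdh1 4 and 10, Cldn4 1 and 1, Krt7 68 and 84, and Grhl2 13 and 56. Cd53, the tested haematopoietic marker, rose from 7.4 ± 2.2 to 14.2 ± 2.8 CPM. Below the filter Fcer1g had 4 UMIs without and 65 with azacitidine, and Cd74 had 19 and 86. The erythroid genes Hba-a1 and Hba-a2, also below it, had 36 and 36 UMIs without and 204 and 192 with azacitidine. Whether Hba-a1 and Hba-a2 shared reads was not tested. No erythroid or hepatocyte marker reached the filter; without it edgeR called Afp, a fetal liver gene, with 3 and 26 UMIs, and the endothelial gene Emcn, with 1 and 18, as increased, and Egfl7, the 1 tested endothelial marker, stood at 7.3 ± 2.1 and 8.7 ± 2.2 CPM (edgeR, adjusted p = 0.45).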

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

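The tests with runs of numbers, with 5 libraries or numbers 1 to 4 left out and with spike-in scaling were chosen only after the data were seen. Each of the 528 called genes that could be tested kept its direction under every alternative except spike-in scaling, under which 446 did. DESeq2 size factors gave 532 calls, library totals 512, DESeq2 565, limma-voom 562, a filter at a mean of 5 UMIs 641, and leaving out the lowest library of each group 507. Interferon, class I, collagen and epithelial lists stayed called in the same direction under every alternative for which lists were tested. No list result is given for DESeq2, for limma-voom with or without the correlation within runs, for an adjusted p under 0.01 or for the test against a 1.2-fold change. Values with an estimated correlation between genes are given for the main test only. Leaving out the 5 libraries gave 557 calls with 399 of the 528 among them, and leaving out numbers 1 to 4 gave 574 with 366. Beyond those, the counts moved as follows, and the cause was not tested. Depth limits low genes: thinned libraries left fewer genes to test.

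The replicate block gave 897 calls (518 increased, 379 decreased), and no filter 860 calls (718 increased), 407 of them in genes not tested before. Thinning gave 289 calls (193 and 96) among 7257 tested genes, the stricter threshold 296 (215 and 81) and the test against 1.2-fold 149 (135 and 14). With thinning 419 of the 528 genes were still tested and 264 of them called. The run term gave 993 calls (563 and 430), with all 528 shared. The sums of runs gave 108 (105 and 3), and with a run term 400 (314 and 86), of which 243 were among the 528. Both tested 12281 genes, and 65 of the 108 and 128 of the 400 were not tested in the main test. limma-voom with the correlation within runs (0.318) gave 174 (145 and 29). Spike-in scaling gave 1 decrease and raised the median of all genes by 0.31. It turned the log2 fold change of Zyx to 0.0411 and of Loxl1 to 0.0109. With it Vcam1, Ccl2 and Ccng1 had larger log2 fold changes than in the main test (0.506, 0.605 and 0.597). They still lost their calls (edgeR, adjusted p = 0.14, 0.058 and 0.063), so the raised median alone does not account for these losses. The spike-in share itself varied within a run, from 0.037% in number 7 to 0.207% in number 8 with azacitidine. Calls lost with this scaling may therefore reflect its spread, and how many do was not tested.

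For lists the values are camera adjusted p. With an estimated correlation contractile genes had 0.447, ribosomal proteins 0.731 and cholesterol synthesis 0.809. With fry (its adjusted p) DNA methylation machinery had 0.0335, niche factors 0.00143, adipogenic genes 0.0335, ribosomal proteins 0.242 and cholesterol synthesis 0.361. With the replicate block matrix remodelling had 0.0313 and inflammatory genes 0.0307, without the filter 0.00595 and 0.00265, with the run term 0.0241 and 0.0322, and with sums and a run term 0.0404 and 0.0467. Niche factors had 0.0337 without the filter. Leaving out the lowest libraries gave niche factors 0.0250 and inflammatory genes 0.0342. Thinning gave contractile genes 0.132. The sums of runs gave osteogenic genes 0.0338 and cholesterol synthesis 0.0775, and with a run term osteogenic genes 0.0208. Without the 5 libraries matrix remodelling had 0.0107 and cholesterol synthesis 0.289, and without numbers 1 to 4 they had 0.00719 and 0.357. Spike-in scaling gave p53 targets 0.0543, matrix glycoproteins 0.321 and adipogenic genes 0.00384. Without the filter, with thinning and with the sums other numbers of genes were tested, so the members of a list can differ there. The cause of these changes was not tested.

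Of the 65 named genes with a test, 23 kept their direction and their side of the threshold with the sums of runs, 47 with the correlation within runs and 36 with spike-in scaling. Equal numbers did not mark pairs of single libraries by the check made, while runs corresponded across the groups, with a mean correlation of 0.185, the highest of 24 orders of the runs. Residual profiles of libraries with the same number correlated above 0.1 in 12 of 16 pairs, from -0.29 to 0.83, and for 7 of 32 libraries the closest library of the other group had their number.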

Other observations

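The tests of the other epithelial markers, of the 5 libraries and of the level without azacitidine for the interferon list, of GC content, of X linkage and of the Mdm2 region were chosen only after the result was seen. All genes named in this part were chosen after their values were seen. Below the filter on counts, genes of the Rhox2 cluster on the X chromosome rose with azacitidine: Rhox2g had 5 UMIs in the 16 libraries without and 294 in the 16 with the drug, and Rhox2a 6 and 144, though reads of such copies can be shared. Xist, the RNA that coats an inactive X chromosome, had 0 UMIs without azacitidine and 74 with it, seen in 16 of 16 libraries (31, 21, 11 and 11 in the runs), at least 17.6-fold higher at equal depth against a floor of 3 UMIs over the group (edgeR without the filter, adjusted p = 4.5e-08), while its neighbour Ftx was not called, with 69 and 118. The alpha globin genes Hba-a1 and Hba-a2 rose from 36 to 204 and from 36 to 192 UMIs, without UMIs of Hbb-bs in either group. Their like numbers leave open that reads were shared, so they may not be separate observations. Of the haematopoietic list, Fcer1g, a receptor subunit of blood cells, rose from 4 to 65 and Cd74, the class II invariant chain, from 19 to 86 UMIs, of which 6 and 6 lay in numbers 13 to 16, while the other low members had like numbers in both groups, as Coro1a with 64 and 75, Lyz2 with 14 and 12 and Ptprc with 1 and 4. The libraries with azacitidine held 1.40 times the UMIs of those without, which these raw numbers include.

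Among abundant genes, Gpnmb, a glycoprotein of macrophages and bone cells, rose from 1134 ± 437 to 3889 ± 2289 CPM (edgeR, adjusted p = 2.2e-06). The surface protein genes Ly6e and Ly6a, which respond to interferon, rose from 698.8 ± 140.1 to 1389.7 ± 591.2 and from 406.1 ± 84.1 to 778.1 ± 397.7 CPM. Tgtp2 and Oas1g, interferon-inducible genes outside the fixed list, had log2 fold changes of 2.00 (SE 0.28) and 1.81 (SE 0.26). Sncg, which encodes gamma-synuclein, with a log2 fold change of 1.12 (SE 0.08), rose from 72.4 to 158.0 CPM on average and was higher in each library with azacitidine than in any without. Idh1 and Idh2, the isocitrate dehydrogenases of cytosol and mitochondria, fell by 0.33 (SE 0.08) and by 0.32 (SE 0.06) on the log2 scale. With the sums of runs Sncg was called, and Gpnmb, Ly6e, Ly6a, Tgtp2, Oas1g, Idh1 and Idh2 were not.

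The number of called genes was compared with that of other splits of the libraries and of the sums. Of 100 splits of the 32 libraries 2, the real one included, gave as many calls (real 528, highest other 1326); a split that calls more genes than the real one points to a structure of the samples. It put the 5 libraries that stood apart on the same side, but 6 splits did so and the other 5 gave between 0 and 3 calls, so these libraries alone do not account for it. Of the 35 splits of the 8 sums of runs 1, the real one, gave as many (real 108, highest other 0). For the number of called lists chance could not be excluded by these splits: 22 of 100 gave at least 9 (highest other 15). The real split has 4 libraries of each run on each side, which the other splits did not keep. The 6 splits with the 5 libraries on the same side are examples. Differences between runs can therefore enter their counts. The splits of the sums were not bound to keep each run on both sides either. For genes and for lists these splits therefore cannot separate chance from the runs. List by list, the real split gave the smallest camera p for the interferon, class I, epithelial, collagen, p53 and matrix glycoprotein lists, by a narrow margin for the last pair (p = 0.00024 against 0.00026, and 0.00089 against 0.00089), while 20, 45 and 45 of 100 splits did as well for contractile, ribosomal protein and cholesterol genes.

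The keratin genes rose in a stromal line. The runs were argued against, as the lowest log2 fold change of Krt8, Krt18 and Krt19 in any run was 1.65. RNA of epithelial cells stays open: the upper 95% bound of the rise of the other 5 epithelial markers, 86 UMIs without and 152 with azacitidine, was 2.87% of the rise of Krt8, but only Krt7 and Grhl2 had over 10 UMIs in a group, Grhl2 was itself called as increased without the filter, and the levels of these markers in such cells were not measured. Reads shared with keratin pseudogenes stay open, as does a biological change of the treated cells, for example release of genes silenced by methylation, which may be asked of methylation data but was not tested here.

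The interferon list rose by different amounts in the runs, from 0.39 to 1.83. Depth was argued against: with thinned libraries the range between runs kept 93.7% of its size. The 5 libraries that stood apart were argued against as the whole cause, since the runs without them still differed by 1.01 (SE 0.12). Unequal levels without azacitidine, which had a range of 0.83, were argued against as the whole cause because levels with the drug had a range of 1.26 (SE 0.07). Cultures, doses or times that differed between runs may account for it, but the labels give none.

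The 5 libraries that stood apart, from both groups and all from numbers 1 to 4, differed on a component with 32.4% of the residual variance. Gatad2b, a subunit of a chromatin remodelling complex, was among 247 genes shifted by over 1 on the log2 scale in both groups. The number of UMIs drawn was argued against, because 5 of 5 were still beyond all others after thinning. The 5 were among the deeper libraries, with 2455232 to 5039721 UMIs, but number 7 with azacitidine had 4218313 and did not stand apart. Thinning cannot exclude a difference of preparation that also made libraries deep. GC content and transcript length were argued against, as they took 4.14% of the variance of the shift. A batch of cultures or of library preparation stays open, since the labels name neither.

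Among the genes called in the main test, X-linked genes fell more often than autosomal genes, 14 of 298 against 172 of 8975 tested genes, or 4.70% against 1.92% (Fisher's exact test, two-sided, p = 0.00266, odds ratio 2.52, 95% interval 1.33 to 4.42). Genes are not independent, and 3 of the 14, Col4a6, Col4a5 and Tmem164, lie between 141165403 and 142843494. Increases were called for 6 of 298 X-linked and 332 of 8975 autosomal genes (Fisher's exact test, p = 0.16, odds ratio 0.53). The camera test of X-linked genes with an estimated correlation gave p = 0.0496. Median log2 fold changes were -0.04 for X-linked and 0.00 for autosomal genes. This stays a hypothesis raised and tested on the same data. The 3 decreases with the sums of runs and 1 with spike-in scaling are too few to test it again. The replicate block, the run term and sums with a run term gave 379, 430 and 86 decreases, but the X-linked share among these was not tested. Whether the Xist RNA seen with azacitidine may have a part in this was not tested.

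Mdm2, whose protein degrades p53, was among the 5 most abundant genes with 0.760% of UMIs in both groups together. Extra copies of its region could not be tested well: 9 tested neighbours within 1 Mb lay a median of 0.224 above all genes on the log2 scale (SE of the mean 0.573), against 7.85 for Mdm2 itself.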
